A study of Mus musculus with 34 samples.

How the data were processed

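Single mouse embryos were measured by RNA sequencing after zygotes had been injected with mRNA for either wild-type (WT) CHK1 or a mutant CHK1 written R442Q in the labels. Per the labels, cDNA was made with SMART-seq2, fragmented with Tn5, built into Nextera libraries and sequenced on a HiSeq X-10. The groups were 5 WT and 6 R442Q zygotes, 4 WT and 5 R442Q late 2-cell embryos, and 7 WT and 7 R442Q blastocysts. All 14 blastocysts had been treated with a CHK1 inhibitor at 30 nM per the labels. Each library was 1 embryo, and its group and replicate number were taken from its title.

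For zygotes and late 2-cell embryos the deposited tables held estimated counts per gene symbol, not normalised. About 90.7% of the zygote cells and 89.9% of the late 2-cell cells were whole numbers, zeros included, and the rest had decimals. Among cells above 0 these shares were 75.4% and 71.7%. The deposited FPKM tables, which covered all 3 stages, held fragments normalised by the authors to transcript length and library size. The unit words come from the deposited files' own names, and the values were checked against them. The aligner, the counting program, the use of strand, the genome build and the annotation were not stated in the labels. Of the symbols, 98.4% of those for zygotes and late 2-cell embryos and 92.1% of those for blastocysts occurred in GENCODE M21 (GRCm38), which gave gene identifiers, positions, lengths, GC content and transcript sequences. Positions are therefore those of GRCm38 and not necessarily of the build the authors used. The blastocyst table listed 37 mitochondrial genes and the others listed 0, so the annotations behind them differed.

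Total counts per embryo ranged from 7183632 to 11296522 in zygotes and from 5727956 to 8916343 in late 2-cell embryos. For blastocysts only FPKM was used, so their depth is unknown in counts. A relative depth of each blastocyst was recovered from the spacing of its low FPKM values, and ranged from 0.883 to 1.09 of the mean. The same estimate matched the known totals of zygotes with an error of at most 2.07%, and those of late 2-cell embryos with an error of at most 7.52%. A gene at 0 in a library was given a floor of 3 counts of that library's total. Floors and error bars from counts cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

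Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled by the trimmed mean of M values (TMM), and each stage was fitted alone with the quasi-likelihood test of R442Q against WT. Blastocysts were tested with limma 3.58.1, with a variance trend on log2(FPKM + 1), for genes with an FPKM of at least 1 in at least 7 of the 14 embryos. A model of 4 groups joined zygotes and late 2-cell embryos and tested, with edgeR, whether the genotype effect differed between the stages (the interaction) and the change of WT embryos from zygote to late 2-cell. The threshold was a Benjamini-Hochberg adjusted p of 0.05 throughout. Log2 CPM, counts scaled to the library size, used a prior count of 2.

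Stage-related genes were the 500 with the largest rise and the 500 with the largest fall from zygote to late 2-cell, averaged over both genotypes. They had to have an adjusted p under 0.05 in edgeR and a mean log2 CPM of at least 2. Their median genotype log2 fold change was set against all splits of the embryos of a stage into groups of the same sizes, in an exact two-sided permutation test. Fixed gene lists were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over 13 tests. The lists were p53 targets, G2/M genes, maternal transcripts, embryonic activation genes, and markers of trophectoderm, epiblast and primitive endoderm. A list of cumulus cell markers was kept for a test of contamination, and a list of Y-linked genes served as a covariate. Separation of the genotypes over all tested genes was measured by a pseudo-F ratio of sums of squares, in an exact one-sided permutation test. Genotype effects of different stages were correlated across genes and set against 100 drawn splits of the embryos. Chek1, the injected gene, was compared in each stage by an exact two-sided permutation test.

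The genes named were chosen by a rule. In each stage they were Chek1, then the 4 largest rises and the 4 largest falls among genes past the threshold whose genotypes did not overlap and whose mean was at least 10 CPM (an FPKM of 5 in blastocysts) in the higher genotype. Up to 5 members of the fixed lists past the threshold were added by p. The tests, the gene lists, the naming rule and all alternatives except those marked as later were chosen before the data were examined. For each named gene and list member, the share of its 50-base stretches found in other annotated genes was counted.

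The gene-level tests were tested on simulated data drawn from the real means and library sizes with 200 changed genes. Genes were drawn independently of each other, and the changed ones were taken from the better expressed genes. Their median absolute log2 change was 2.25 in zygotes, 2.24 in late 2-cell embryos, 2.34 for the interaction and 2.24 in blastocysts. The simulated interaction data had no change between the stages and the same spread in both. The edgeR test called 100% of the changed genes in zygotes, with 6 false calls among 206, and 55.5% in late 2-cell embryos, with 2 false calls among 113. The interaction test called 65.5% of its 200 changed genes, with 5 false calls among 136, and limma called 83.5% in blastocysts, with 9 false calls among 176 (5.11%). In simulated data without any change, the tests of the 3 stages called 0 genes. The shares recovered apply to changes of the simulated size. The median absolute log2 fold change of all tested genes was 0.302 in zygotes and 0.690 in late 2-cell embryos. Independent genes carry no shifts that an embryo shares across genes, so the simulated false calls do not cover such shifts.

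Alternatives covered other size factors, DESeq2 1.42.0, limma-voom, other filters and pseudocounts, FPKM in place of counts, covariates, the replicate number as a block, and each embryo left out in turn. The following alternatives were chosen after seeing the data: removing each library's trend on gene length and GC content (mgcv 1.9.3), counting identical values once, summing near-identical gene family members, and leaving out embryos in the list tests. Implied fragment lengths came from a robust regression with MASS 7.3.60.0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was a duplicate of another, and no sample was left out.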

Results

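CHK1 is a kinase of the DNA damage checkpoint that holds back entry into mitosis. Early mouse zygotes were injected with mRNA for WT or R442Q CHK1, and the transcriptomes of single embryos were compared at the zygote, late 2-cell and blastocyst stages. The study's title gives the question as what happens to preimplantation embryos when the checkpoint is perturbed. There were 5 WT and 6 R442Q zygotes, 4 WT and 5 R442Q late 2-cell embryos, and 7 WT and 7 R442Q blastocysts, the last all treated with a CHK1 inhibitor. Each stage has a WT group of its own, which served as its control. Total counts of WT zygote replicates 1 to 5 were 8088845, 8700479, 7933699, 7400039 and 8848181, and those of R442Q zygote replicates 1 to 6 were 7183632, 7339500, 9469891, 8595065, 9388919 and 11296522. Total counts of WT late 2-cell replicates 1 to 4 were 6182481, 6888226, 6479261 and 5879327, and those of R442Q late 2-cell replicates 1 to 5 were 5796106, 5727956, 6063728, 5971169 and 8916343. The totals did not differ between genotypes in zygotes (exact permutation p 0.416, two-sided, adjusted 0.592) or in late 2-cell embryos (exact permutation p 0.984, adjusted 0.984), adjusted over 13 tests of library measures. The sum of FPKM was 733250 ± 14090 in WT late 2-cell embryos (SD, n = 4) and 893448 ± 62796 in R442Q (SD, n = 5). It did not overlap between genotypes (exact permutation p 0.016), but did not pass after adjustment over the 13 tests (0.127). In blastocysts 11420 ± 850 genes reached an FPKM of 1 in WT embryos (SD, n = 7) and 11146 ± 1365 in R442Q embryos (SD, n = 7). The labels give no sequencing batch or date, and each stage was a table of its own, so a stage and its table cannot be told apart.

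The injected gene was examined first, to ask whether both groups of embryos carried the mRNA at similar levels. Chek1 (ENSMUSG00000032113.16; GRCm38 chromosome 9, 36708482 to 36727065) stood at 6236 ± 1832 CPM in WT zygotes (SD, n = 5) and 6587 ± 582 CPM in R442Q zygotes (SD, n = 6). It ranked at number 12 of all genes by its mean in WT zygotes. It stood, at the late 2-cell stage, at 492 ± 126 CPM in WT (SD, n = 4) and 473 ± 210 CPM in R442Q (SD, n = 5). In blastocysts its FPKM ranged from 7.05 to 38.3 in WT embryos (n = 7) and was 18.3 ± 3.27 in R442Q embryos (SD, n = 7). The genotypes did not differ beyond the spread between embryos. The log2 difference was 0.24 in zygotes (exact permutation p 0.199, adjusted over the 3 stages 0.597), -0.05 in late 2-cell embryos (p 0.960, adjusted 0.960) and -0.04 in blastocysts (p 0.913, adjusted 0.960), all from exact two-sided permutation tests. With the deposited FPKM in place of counts, the late 2-cell difference changed direction to 0.16, with an exact permutation p of 0.762. It also did so without WT replicate 4 (0.12), R442Q replicate 1 (0.10) or R442Q replicate 4 (0.08). The blastocyst difference did so without WT replicates 3, 4 or 5 (0.04, 0.13 and 0.07) or R442Q replicate 7 (0.03). The zygote difference kept its direction without any 1 embryo, from 0.15 (without WT replicate 5) to 0.37 (without WT replicate 3). Counts per gene do not separate injected from endogenous Chek1 mRNA, nor the WT from the R442Q sequence. From zygote to late 2-cell, Chek1 changed by a log2 of -3.73 ± 0.30 (SE) in WT embryos, with an edgeR adjusted p of 3.4e-10, and this change did not differ between genotypes (interaction log2 -0.28 ± 0.35, edgeR adjusted p 0.674).

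**Figure D1:**
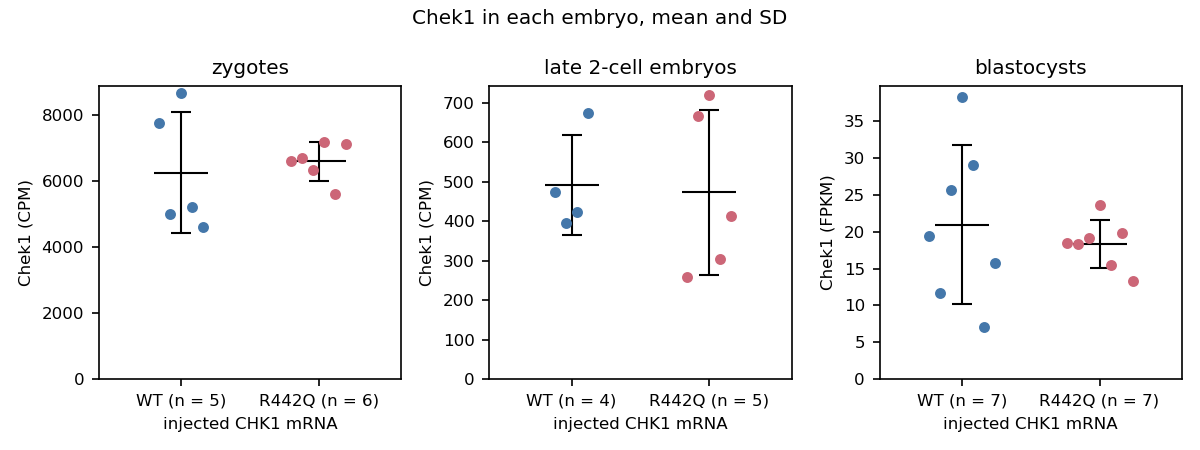
Chek1 in each embryo (points), with the mean and SD of each genotype (black), in CPM for zygotes and late 2-cell embryos and in FPKM for blastocysts. The genotypes overlap in every stage, and the zygote means of 6236 and 6587 CPM lie far above the late 2-cell means of 492 and 473 CPM.

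The genotypes were then compared as a whole, to ask whether the injected mRNA separated the embryos without a threshold on single genes. In zygotes genotype accounted for 26.9% of the variance over 12420 genes, with a pseudo-F of 3.31 (exact one-sided permutation p 0.0022, the smallest that 462 splits allow; adjusted over the 3 stages 0.0065). At the late 2-cell stage it accounted for 24.3% over 13883 genes, with a pseudo-F of 2.25 (exact one-sided permutation p 0.0079, the smallest that 126 splits allow; adjusted 0.012). In inhibitor-treated blastocysts it accounted for 9.0% over 11297 genes, and the pseudo-F of 1.19 was not beyond the other splits (exact one-sided permutation p 0.179, adjusted 0.179). The alternative that moved the zygote value most was restricting it to the 1000 most variable genes, with a pseudo-F of 4.57. The squared distance between embryos of a group was 1.81 times as large in R442Q as in WT late 2-cell embryos (exact two-sided permutation p 0.0079, adjusted over the 3 stages 0.024). This ratio was 1.16 in zygotes (exact permutation p 0.268, adjusted 0.403) and 1.20 in blastocysts (exact permutation p 0.853, adjusted 0.853). The group means were not removed before these splits. Where the genotypes separate, mixed splits hold distances between genotypes in both groups, which pulls their ratio toward equality. The p-values of this ratio therefore do not measure unequal spread alone.

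**Figure D2:**
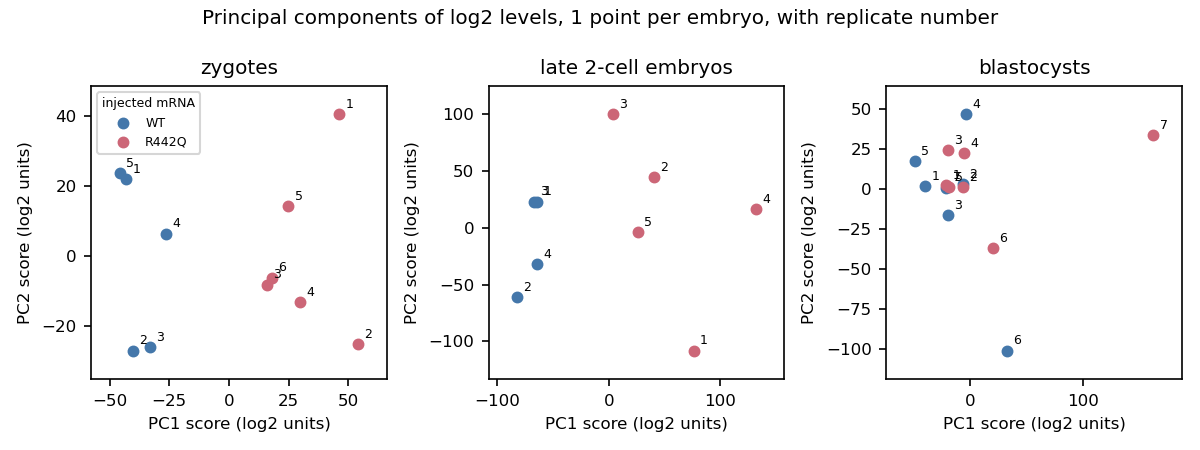
Scores of each embryo on the leading pair of principal components of log2 CPM (zygotes, late 2-cell embryos) or log2(FPKM + 1) (blastocysts), in log2 units, with replicate numbers beside the points. The genotypes part along the horizontal axis, which holds 29.0% of the variance in zygotes and 27.5% in late 2-cell embryos, but not in blastocysts, where it holds 28.1% and R442Q replicate 7 lies apart.

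Single genes were tested in each stage. In zygotes 1643 of 12420 tested genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 783 higher and 860 lower in R442Q embryos. Of these, 476 also had an absolute log2 fold change of at least 1. The genotypes' embryos did not overlap in 9.39% of all tested genes, where chance gives 0.433%. The alternative that moved the count most was fitting zygotes and late 2-cell embryos together, which called 270 genes, 225 of them among the 1643. That joint fit shares 1 estimate of spread between the stages, although late 2-cell embryos of both genotypes were farther apart than zygotes. The split between directions depended on the unit: with limma on the deposited FPKM, 1642 genes were called, 411 higher and 1231 lower.

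The largest rises in R442Q zygotes included a gene absent from every WT library. AY036118 (ENSMUSG00000105361.1; GRCm38 chromosome 17, 39847113 to 39848035) had 0 counts in all 5 WT zygotes and 1684 ± 780 CPM in R442Q zygotes (SD, n = 6), at least 4155-fold higher than the floor of 3 counts (edgeR adjusted p 7.8e-08). It lies inside the overlapping gene CT010467.1, which contains 100% of its 50-base stretches, so its value depends on how shared reads were assigned. In blastocysts it was listed at 0 in 3 WT and 2 R442Q embryos. Gm6502 (ENSMUSG00000095718.2) rose from 0.0990 ± 0.221 to 16.7 ± 20.1 CPM, A430089I19Rik (ENSMUSG00000094560.1) from 0.491 ± 0.871 to 17.3 ± 22.3 CPM, and Gm7971 (ENSMUSG00000094043.2) from 0.371 ± 0.379 to 12.5 ± 12.1 CPM. Their edgeR adjusted p-values were 3.8e-04, 0.0024 and 5.2e-04. All 3 lie on chromosome 5 and share 94.5%, 97.1% and 100% of their 50-base stretches with other genes, so the gene behind their reads is uncertain. R442Q replicate 2 had the highest value of each. In the joint fit of the stages, A430089I19Rik and Gm7971 missed the threshold, with edgeR adjusted p-values of 0.0658 and 0.0552; over all alternatives without a block these ranged upward from 5.4e-12 and 7.6e-13.

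The largest falls in R442Q zygotes were Snhg14, Tm2d1, Psma5 and Txnip, with edgeR log2 fold changes of -2.09 ± 0.37, -1.96 ± 0.23, -1.91 ± 0.33 and -1.77 ± 0.27 (SE). Snhg14 (ENSMUSG00000100826.6) stood at 55.6 ± 36.5 CPM in WT and 12.1 ± 4.79 in R442Q, Tm2d1 (ENSMUSG00000028563.16) at 57.9 ± 17.6 and 13.7 ± 3.89, Psma5 (ENSMUSG00000068749.9) at 67.0 ± 21.8 and 16.4 ± 9.03, and Txnip (ENSMUSG00000038393.14) at 649 ± 236 and 175 ± 81.2 (SD, n = 5 and 6). Their edgeR adjusted p-values were 0.0017, 1.7e-04, 0.0016 and 7.3e-04. Psma5 shares 49.1% and Tm2d1 18.4% of their stretches with other genes. Snhg14, Psma5 and Txnip each overlap a gene on the opposite strand, and the counting was not stated to use strand. Tm2d1 missed the threshold in the joint fit, with an edgeR adjusted p of 0.0799 in a range from 2.3e-13. Among members of the fixed lists, Gm6763, Zp3, Cpeb1, Plk2 and Ooep had the smallest p. Their log2 fold changes were 3.63 ± 0.40, -1.35 ± 0.17, -0.82 ± 0.12, 1.93 ± 0.29 and -0.82 ± 0.12 (SE), with edgeR adjusted p-values of 1.3e-04, 2.0e-04, 5.3e-04, 6.3e-04 and 7.3e-04. All stretches of Gm6763 occur in other genes, and another gene had identical counts. Cpeb1 and Ooep missed the threshold in the joint fit, with edgeR adjusted p-values of 0.237 and 0.0609, the highest over their alternatives without a block; the lowest were 8.2e-08 and 9.9e-08.

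In late 2-cell embryos 580 of 13883 genes passed the edgeR threshold, 170 higher and 410 lower in R442Q embryos. The genotypes did not overlap in 12.4% of all tested genes, where chance gives 1.59%. This count also moved with the fit: fitting the stages together called 2507 genes, and DESeq2 called 1854. It also depended on single embryos. Without WT replicates 1 to 4 in turn, 351, 142, 283 and 209 genes were called, without R442Q replicate 2, 372, and without R442Q replicate 3, 891. GC-rich genes were lower in R442Q late 2-cell embryos (Pearson r across genes -0.286, exact permutation p 0.0079; genes are not independent replicates). With each library's trend on gene length and GC content removed, an alternative chosen after seeing the data, 288 genes were called and 233 of the 580 stayed called, 82 higher and 151 lower.

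The largest rises were Gm5941 (ENSMUSG00000071726.2), Gm15056 (ENSMUSG00000082976.10), Gm12758 (ENSMUSG00000085105.2) and Cypt1 (ENSMUSG00000023257.3), with log2 fold changes of 4.72 ± 0.66, 4.53 ± 0.80, 4.14 ± 0.99 and 4.07 ± 0.86 (SE). Gm5941 rose from 1.08 ± 0.601 CPM in WT (SD, n = 4) to between 8.80 and 50.4 CPM in R442Q (n = 5). The others rose from 1.22 ± 0.984, 1.89 ± 2.34 and 2.77 ± 2.58 CPM in WT to 27.7 ± 10.1, 30.6 ± 15.6 and 42.3 ± 31.2 CPM in R442Q (SD, n = 4 and 5). Their edgeR adjusted p-values were 0.0035, 0.011, 0.033 and 0.019. Gm5941 shares 32.1% of its stretches with other genes, and Gm12758 overlaps a gene on the opposite strand. The call of Gm12758 was lost in 6 of the 9 fits without 1 embryo, with edgeR adjusted p-values up to 0.0910 (without WT replicate 2), and that of Cypt1 in the fits without WT replicate 3 (0.0621) and without WT replicate 4 (0.0614). That of Gm12758 was also lost with the share of genes detected as covariate (edgeR adjusted p 0.0892).

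The largest falls were Kifc1, Lrch4, Ccar2 and Gm29216. Kifc1 (ENSMUSG00000079553.11) fell from between 3.03 and 16.7 CPM in WT (n = 4) to at most 3 counts in every R442Q library (n = 5), at least 19.1-fold lower against that floor by the WT mean (edgeR adjusted p 0.017, from 1.7e-06 to 0.0529 over alternatives without a block). Without WT replicate 2 its edgeR adjusted p was 0.0823, and without WT replicate 1 it was 0.0577. Lrch4 (ENSMUSG00000093445.7) fell from 65.3 ± 4.54 CPM (SD, n = 4) to between 0 and 3.87 CPM (n = 5), with a log2 fold change of -5.31 ± 0.76 (SE) and an edgeR adjusted p of 0.0038. It overlaps Gm20605 on the same strand, which holds 71.7% of its stretches. Ccar2 (ENSMUSG00000033712.6), which overlaps Bin3 on the opposite strand, fell from 18.3 ± 3.13 to 0.652 ± 0.610 CPM, with a log2 fold change of -4.67 ± 0.94 and an edgeR adjusted p of 0.016 (0.0651 without WT replicate 2). Gm29216 (ENSMUSG00000101249.1) fell from 709 ± 114 CPM (SD, n = 4) to between 0 and 65.8 CPM (n = 5), with a log2 fold change of -4.56 ± 1.14 and an edgeR adjusted p of 0.038. It is a nuclear pseudogene with 97.1% of its stretches in mt-Co1, and its call was lost in 6 of the 9 fits without 1 embryo, with edgeR adjusted p-values up to 0.0833 (without WT replicate 2). The call was also lost in edgeR's robust fit (adjusted p 0.0580) and with the share of genes detected as covariate (0.0686). Kifc1 shares 39.7% of its stretches with other genes.

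Among members of the fixed lists, Ooep (ENSMUSG00000032346.7) was higher in R442Q late 2-cell embryos, at 177 ± 65.9 against 38.3 ± 10.2 CPM, with a log2 fold change of 2.29 ± 0.35 (SE, edgeR adjusted p 0.0065). The others were Arg2 at 2.07 ± 0.36, Eif1ax at 2.12 ± 0.40, Sesn2 at -2.60 ± 0.53 and Pttg1 at 1.21 ± 0.29, with edgeR adjusted p-values of 0.011, 0.013, 0.017 and 0.031. Arg2 overlaps genes on the opposite strand. With the length and GC trend removed, Sesn2 and Pttg1 missed the threshold, with edgeR adjusted p-values of 0.144 and 0.139, the highest over their alternatives without a block; the lowest were 2.4e-05 and 1.5e-04. Eif1ax missed it without WT replicate 2, at 0.0596, and Pttg1 in 6 of the 9 fits without 1 embryo, at up to 0.108 (without WT replicate 2). Pttg1 also missed it without a filter on low counts, with an edgeR adjusted p of 0.0540. Of 10853 genes tested in both, 91 were called in both, where 76.5 would be by chance (Fisher's exact test across genes, p 0.0753), and 37 of the 91 changed in the same direction.

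In inhibitor-treated blastocysts limma called 1 of 11297 genes, and 836 genes (7.40%) had an unadjusted p under 0.05. The gene was Dlg1 (ENSMUSG00000022770.17; GRCm38 chromosome 16, 31663443 to 31875129). Its FPKM was 66.3 ± 17.1 in WT and 287 ± 132 in R442Q blastocysts (SD, n = 7 each), and it was higher in 7 of 7 R442Q embryos than in any WT embryo. Its log2 fold change was 1.99 ± 0.29 (SE) on the scale of log2(FPKM + 1), which understates changes of low genes, and its limma adjusted p was 0.027. The adjusted p ranged from 0.0112 to 0.110 over the alternatives without a block, and its call was lost in 10 of the 14 fits without 1 embryo, with limma adjusted p-values up to 0.0930 (without WT replicate 6). Of the alternatives, TMM scaling of the columns and weighting of the embryos moved the count most, to 5 genes each. Without WT replicate 7, 30 genes were called, without R442Q replicate 1, 2, and without WT replicate 4 or R442Q replicate 6, 1. In the other 10 fits without 1 embryo 0 genes were called, with 648 to 959 genes at an unadjusted p under 0.05. The 14 blastocysts include no embryos without inhibitor, so the effect of the inhibitor cannot be read from these libraries.

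Whether the genotype effect differed between the early stages was tested directly. The difference passed the edgeR threshold for 1639 of 16199 genes, 497 with a higher and 1142 with a lower effect in late 2-cell embryos. With other size factors (RLE) 1624 genes were called, 707 higher and 917 lower. Without zygote WT replicate 2 the count was 1089. With each stage's own standard errors, which needs a gene to be tested in both stages, 893 of 10853 genes passed by a t reference and 1729 by a normal reference, against 1589 of the same 10853 in the joint model. Across genes, the genotype effects of zygotes and late 2-cell embryos were uncorrelated, with a Pearson r of -0.003, and 97 of 100 drawn splits gave a value as large. The Pearson r was 0.002 for zygotes and blastocysts (98 of 100 splits) and 0.168 for late 2-cell embryos and blastocysts (7 of 100 splits). Spearman's rho was -0.035, -0.008 and 0.182. For late 2-cell embryos and blastocysts, 6 of the 23 fits without 1 embryo brought the share of splits under 0.05. They were those without late 2-cell R442Q replicates 2 or 4 (r 0.165 and 0.169, 3 of 100 splits each), blastocyst R442Q replicates 3, 4 or 5 (0.193, 0.189 and 0.184, 4 of 100 each) and blastocyst WT replicate 4 (0.252, 1 of 100, the real one). Without blastocyst R442Q replicate 7 the r was 0.0949 (19 of 100 splits). The sign of the zygote and late 2-cell r changed in 9 of the 20 fits without 1 embryo, up to 0.03 without zygote WT replicate 2. That of the zygote and blastocyst r changed in 12 of 25, down to -0.02 without blastocyst WT replicate 6. These 3 correlations were computed across genes, which are not independent replicates.

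The change from zygote to late 2-cell served as background for the genotype effect on stage-related genes. In WT embryos 9920 of 16199 genes passed the edgeR threshold, 5870 higher and 4050 lower in late 2-cell embryos. Of the 500 genes with the largest rise, 93 could be tested in zygotes. Their median genotype log2 fold change was 1.09, and 76 of the 93 were higher in R442Q zygotes (exact permutation p 0.0022, the smallest possible; adjusted over 4 tests 0.0087). The mean deviation of these genes was 0.57 ± 0.50 in R442Q zygotes (SD, n = 6) and -0.68 ± 0.25 in WT zygotes (SD, n = 5), and the genotypes did not overlap. The 500 genes with the largest fall shifted slightly the other way in zygotes, with a median of -0.07 (exact permutation p 0.030, adjusted 0.042). Without R442Q replicate 2 this was -0.03 (exact permutation p 0.238), 7 of the other fits without 1 embryo also missed 0.05, and with RLE size factors it was -0.05 (exact permutation p 0.0974). The 500 rising genes were also higher in R442Q late 2-cell embryos, with a median of 0.49 (exact permutation p 0.032, adjusted 0.042). Without WT replicate 3 it was 0.33, with an exact permutation p of 0.125, and 6 of the other fits without 1 embryo also missed 0.05. The 306 testable falling genes had a median of 0.14 in late 2-cell embryos (exact permutation p 0.540, adjusted 0.540), which turned to -0.05 with 1000 genes per set. With 1 embryo left out it ranged from 0.007 (without WT replicate 4) to 0.29 (without R442Q replicate 5). Over the 93 rising genes tested in both stages, a comparison chosen after seeing the data, the median minus that of all genes was 1.10 in zygotes and 0.48 in late 2-cell embryos, with 64 of 93 above 0 in the latter. No difference between the stages was detected for them (-0.62, exact permutation p 0.260, adjusted over 6 differences 0.390). Of the rising genes, 1 of the 93 in zygotes and 0 of the 500 in late 2-cell embryos were at or under the floor in all libraries of 1 genotype. The alternative that moved the zygote shift most was 1000 genes per set, with a median of 0.83.

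**Figure D3:**
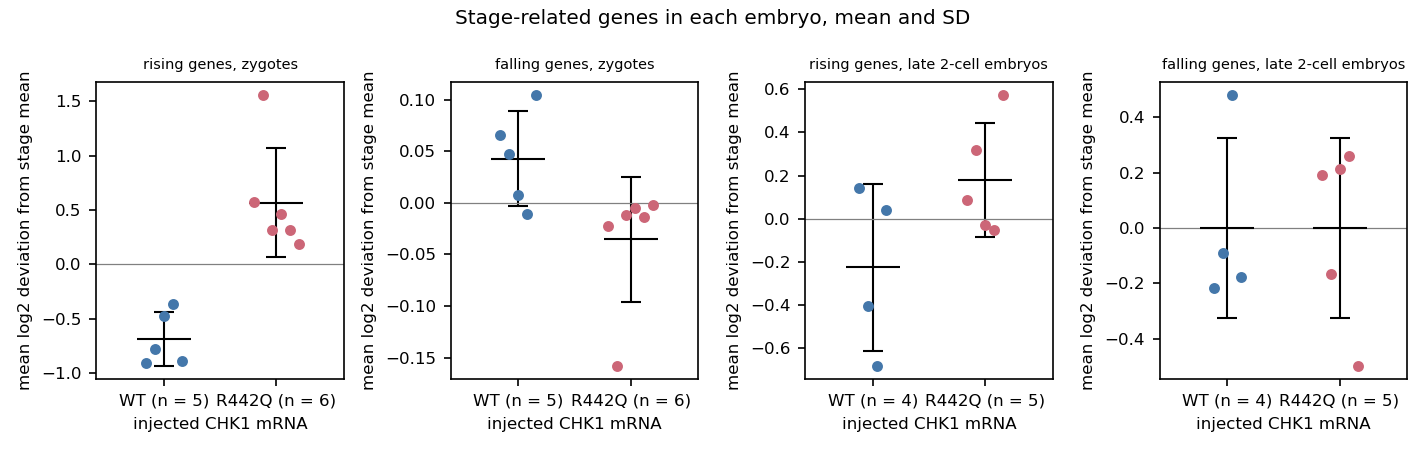
Mean log2 deviation from the stage mean of the stage-related genes in each embryo (points), with the mean and SD of each genotype (black). For the rising genes, all 6 R442Q zygotes lie at 0.19 or above, and all 5 WT zygotes at -0.37 or below; the other panels overlap.

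The fixed gene lists asked about the clearance of maternal transcripts, the activation of the embryonic genome, p53 targets, the G2/M transition and the lineages of the blastocyst. Values are medians of the genotype log2 fold change of a list minus that of all genes, adjusted over 13 camera tests. Maternal transcripts were lower in R442Q zygotes, by -0.36 with 13 of 40 genes above 0 (camera adjusted p 9.5e-04, exact permutation adjusted p 0.028). Of these 40, 17 passed the edgeR threshold over all genes, 13 lower and 4 higher, and 29 did when adjusted over the list alone. Embryonic activation genes were higher in R442Q zygotes, by 1.54 with 27 of 35 genes above 0 (camera adjusted p 1.4e-07, exact permutation adjusted p 0.028). Of the 35, 20 passed the threshold over all genes, 19 higher and 1 lower, and 24 did when adjusted over the list alone. Maternal transcripts were higher in R442Q late 2-cell embryos, by 0.80 with 32 of 39 genes above 0 (camera adjusted p 3.9e-05, exact permutation adjusted p 0.103), with 1 gene past the threshold over all genes and 10 adjusted over the list alone. Embryonic activation genes were higher there too, by 1.32 with 36 of 46 genes above 0 (camera adjusted p 2.0e-05, exact permutation adjusted p 0.028), with 3 genes over all genes (2 higher and 1 lower) and 6 adjusted over the list alone. At least 50% of the stretches of 18 of the 47 embryonic activation genes with a sequence occur in other genes, and with near-identical members summed the values were 1.39 in zygotes and 1.06 in late 2-cell embryos. The difference between the stages was 1.16 for maternal transcripts (exact permutation p 3.4e-04, adjusted over 6 differences 0.0021) and -0.22 for embryonic activation genes (exact permutation p 0.794, adjusted 0.796). Over the members tested in both stages it was 1.14 for 39 maternal transcripts (exact permutation p 4.0e-04, adjusted 0.0024) and -0.18 for 33 embryonic activation genes (exact permutation p 0.839, adjusted 0.839).

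**Figure D4:**
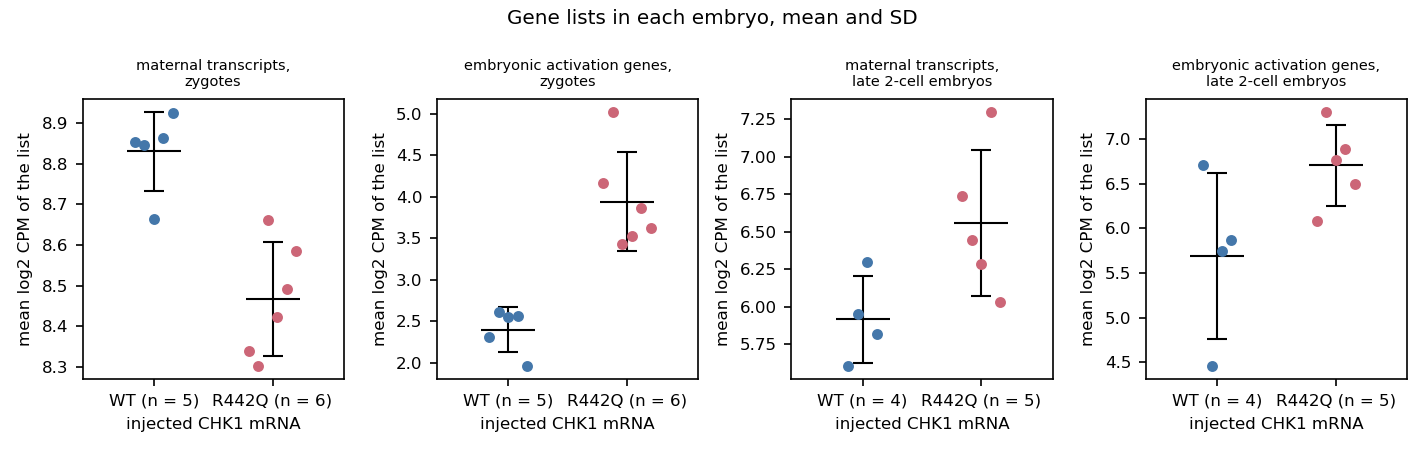
Mean log2 CPM of the maternal transcripts and of the embryonic activation genes in each embryo (points), with the mean and SD of each genotype (black). In zygotes the means were 8.83 in WT and 8.47 in R442Q for maternal transcripts, and 2.40 and 3.94 for embryonic activation genes; in late 2-cell embryos they were 5.92 and 6.56, and 5.69 and 6.71.

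For p53 targets the values were 0.33 in zygotes (camera adjusted p 0.0914, exact permutation adjusted p 0.028), 0.15 in late 2-cell embryos (camera adjusted p 0.766) and 0.45 in blastocysts (camera adjusted p 0.0013, exact permutation adjusted p 0.103). With fry in place of camera, the zygote value of p53 targets passed the threshold (adjusted p 0.0075). With 1 embryo left out that value ranged from 0.14 (without WT replicate 1) to 0.38 (without R442Q replicate 6). Over the 22 p53 targets tested in both early stages the difference between them was -0.27 (exact permutation p 0.224, adjusted 0.390), and -0.51 with the length and GC trend removed (exact permutation p 0.0096, not adjusted). For G2/M genes they were 0.04 in zygotes (camera adjusted p 0.766), -0.02 in late 2-cell embryos (camera adjusted p 0.766) and -0.11 in blastocysts (camera adjusted p 0.026, exact permutation adjusted p 0.618). The zygote value of G2/M genes turned to -0.08 without a filter, and without WT replicate 2 it was -0.003. At the late 2-cell stage the value of p53 targets turned to -0.01 without WT replicate 2 and to -0.02 without R442Q replicate 2. That of G2/M genes turned to 0.10, 0.06, 0.01 and 0.19 without WT replicate 2, WT replicate 4, R442Q replicate 2 and R442Q replicate 3. In blastocysts the G2/M call was lost in 5 of the 14 fits without 1 embryo, with a camera adjusted p of up to 0.292 (without WT replicate 6). In blastocysts trophectoderm markers had -0.28 (camera adjusted p 0.141), epiblast markers -0.53 (camera adjusted p 0.0014, exact permutation adjusted p 0.608) and primitive endoderm markers -0.06 (camera adjusted p 0.766). Trophectoderm markers passed the threshold without WT replicate 5, R442Q replicate 6 or R442Q replicate 7 (-0.44, -0.50 and -0.44) and turned to 0.08 without R442Q replicate 3. Primitive endoderm markers turned to 0.17, 0.18 and 0.07 without WT replicate 1, WT replicate 5 and R442Q replicate 6. Epiblast markers kept their call and ranged from -1.03 (without WT replicate 6) to -0.28 (without R442Q replicate 7). Adjusted over the list alone, 5 p53 targets and 13 G2/M genes passed the threshold in zygotes and 2 of each in late 2-cell embryos, against 5 and 8, and 2 and 2, over all genes. Of those over all genes, 4 p53 targets were higher and 1 lower in zygotes, and 2 G2/M genes higher and 6 lower. In late 2-cell embryos 0 p53 targets were higher and 2 lower, and 1 G2/M gene higher and 1 lower. The mean log2 CPM of G2/M genes in zygotes was lower in R442Q (7.18 against 7.25), although their median was positive. That of p53 targets in late 2-cell embryos was lower too (4.88 against 5.16). In blastocysts 0 members of the lists tested there passed the threshold, with 2 p53 targets, 1 G2/M gene, 1 trophectoderm, 2 epiblast and 0 primitive endoderm markers at an unadjusted p under 0.05. Of the 7 camera calls, only those of maternal transcripts and embryonic activation genes in zygotes held under fry, and 0 held with the inter-gene correlation estimated. The mean log2(FPKM + 1) of the Y-linked genes ranged from 0.34 to 3.35 in WT and from 0.31 to 3.03 in R442Q blastocysts (n = 7 each).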

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

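Of the tests below, the ones chosen only after the result was seen were those of the number of embryos far from their group, of the depth of R442Q zygote replicate 2 and of R442Q blastocyst replicate 7, of the falling genes in zygotes, of the reads shared by AY036118, of the separate standard errors for the interaction, and of the length and GC trend for maternal transcripts.

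An embryo lay far from the others of its group, by the gap to its nearest neighbour as a share of the group's range, in 13 of 115 tested groups. Chance gives 5.75, and the binomial p of as many was 0.00504. The values share libraries and genes, so they are not independent, and an excess over chance cannot be told apart from that dependence. This reading of the count was changed after the count was seen. Of the 13, 6 belonged to R442Q zygote replicate 2.

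R442Q zygote replicate 2 had the highest mean deviation of the rising genes, 1.56 against 0.19 to 0.57 in the other 5 R442Q zygotes (gap share 0.719), and the lowest of the falling genes, -0.16 against -0.02 to -0.003 (gap share 0.874). It also had 56.2 CPM of Gm6502 against 3.50 to 18.1 (0.724), 62.3 CPM of A430089I19Rik against 2.02 to 11.4 (0.844), 36.1 CPM of Gm7971 against 4.70 to 14.1 (0.700) and 96.2 CPM of Gm6763 against 19.6 to 45.8 (0.657). These 4 genes share most of their sequence with other genes, so the genes behind their reads are uncertain. Its total count of 7339500 lay among those of the other R442Q zygotes, which argues against depth. Late 2-cell RNA mixed in is argued against as the whole source, since the outlying genes would need 196% of the late 2-cell level, which mixing alone cannot give. The 50 most abundant late 2-cell transcripts that WT zygotes lack had a median of 0.577% of that level. That 50 of these 50 stayed under a set part of the share needed adds little, because a small admixture would pass that limit too. A later point of the transition may apply to R442Q zygotes as a group. Maternal transcripts, of which 12 of 40 are among the falling genes, go with it: they were lower by -0.36 (exact permutation adjusted p 0.028, fry adjusted p 0.0025) and kept their camera call in all 11 fits without 1 embryo, from -0.42 to -0.33, but not with the correlation estimated (adjusted p 0.248). The falling genes, with a median of -0.0697, go with it weakly, since 8 of those 11 fits missed 0.05 for them. A genotype effect on these transcripts at the same point would give such values too, so the 2 cannot be told apart. Without replicate 2 the rising genes still had a median of 0.91 (highest exact permutation p over the fits without 1 embryo 0.0079), while the falling genes had -0.03 (exact permutation p 0.238). What sets replicate 2 apart within its group stays open, and the labels name no difference between its embryos.

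In WT zygotes, Gm6502 was at 0 except in replicate 5, with 0.495 CPM (gap share 1), and A430089I19Rik reached 2.01 CPM in replicate 3 against 0 to 0.445 in the others (0.779). No explanation was tested.

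R442Q late 2-cell replicate 5 had a total count of 8916343, against 5727956 to 6063728 in the other 4 (gap share 0.895), and 97.3 CPM of Cypt1 against 20.7 to 33.3 (0.835). With every library thinned to the smallest total, 604 genes were called in late 2-cell embryos, 575 of them also called without thinning. The larger spread of R442Q embryos was 1.80 times that of WT after thinning, against 1.81 before. Depth is argued against as the source of either. Genes detected ranged from 14933 to 20345 in R442Q late 2-cell embryos (SD 2080, n = 5). In WT late 2-cell embryos they ranged from 17656 to 19508 (SD 856, n = 4). Thinning makes the totals equal but does not remove differences in library quality, so a part of these in the larger spread stays open. Without replicate 5, Cypt1 had a log2 fold change of 3.48 and kept its call. WT late 2-cell replicate 3 had a sum of FPKM of 712234, against 738624 to 742246 (0.879). The same measure separated the genotypes, with 814376 to 976830 in R442Q (exact permutation p 0.016, adjusted over 13 tests of library measures 0.127). The alternatives that use FPKM carry this difference. No biological or technical explanation was tested for either.

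R442Q blastocyst replicate 7 had 8189 genes at an FPKM of 1 or more, against 10962 to 12182 in the other 6 (gap share 0.694), and its 10 most abundant genes took 19.6% of the FPKM, against 11.1% to 13.3% (0.740). Mitochondrial genes took 4.71% of its FPKM. Its relative depth of 0.987 lay among those of the other blastocysts, from 0.883 to 1.09, which argues against depth. A damaged embryo or a poor library stays open and was not tested.

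The genotype effect differed between zygotes and late 2-cell embryos for 1639 genes by edgeR. Of 100 splits of the embryos within each stage, 1, the real one, gave as many, and the largest other gave 762. The model shares 1 estimate of spread, while late 2-cell embryos of both genotypes were farther apart than zygotes. The squared distance per gene between embryos of a group was 1.74 in WT and 3.15 in R442Q late 2-cell embryos. In zygotes it was 0.602 in WT and 0.696 in R442Q. Each stage's own standard errors could be used for the 10853 genes tested in both stages, of which the joint model called 1589 when adjusted over them alone. Of these genes 893 passed by a t reference with 16 degrees of freedom, 890 of them also called by the joint model over 16199 genes, and 1729 passed by a normal reference. This test was altered after its result was seen. Against 1589, the t reference lies beyond the limit of 1.5 times and the normal reference within it, so the part that the shared spread plays cannot be told apart from a difference between stages. The stage and its table are also confounded.

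Of the named genes, 15 showed such a difference, with edgeR adjusted p-values from 1.6e-10 to 0.0486. Effects in late 2-cell embryos minus those in zygotes were -17.21 for AY036118, -5.51 for Gm6502, -5.03 for Kifc1, -5.68 for Lrch4, -4.74 for Ccar2, -5.49 for Gm29216 and -3.10 for Sesn2. They were 3.01 for Tm2d1, 1.91 for Psma5, 2.10 for Txnip, 3.04 for Ooep, 5.52 for Gm5941, 6.45 for Gm15056, 2.68 for Arg2 and 2.10 for Eif1ax. The values of AY036118 and Kifc1 come from groups at or under the floor and are no bounds. Gm5941 and Gm15056 did not pass the filter in zygotes, so they have no zygote effect of their own, and their values, larger than the late 2-cell effects of 4.72 and 4.53, rest on a zygote effect that could not be tested. AY036118, Gm6502, Kifc1, Lrch4, Gm29216, Tm2d1, Psma5 and Gm5941 share from 18.4% to 100% of their stretches with other genes, and Txnip, Arg2 and Ccar2 overlap a gene on the opposite strand. For AY036118, reads assigned to the overlapping CT010467.1 are a candidate explanation. It was listed at 0 in 5 blastocysts, 3 WT and 2 R442Q, and at an FPKM of 2667.7 or more in the other 9, so the switch occurred within a genotype. Within each genotype, the blastocysts at 0 had more CT010467.1 than the others, which goes with that explanation. The FPKM of CT010467.1 was 24707 to 32838 in WT blastocysts at 0 and 9870 to 20986 in the other WT. In R442Q it was 49844 and 58148 at 0 and 16893 to 30254 in the others. In zygotes CT010467.1 itself had 454666 ± 51791 estimated counts in WT (SD, n = 5) and 458567 ± 96238 in R442Q (SD, n = 6), without such a difference. Why all 5 WT zygotes and 0 of 6 R442Q zygotes were at 0 stays open, and a change in transcription was not excluded.

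Gm29216, with 97.1% of its stretches in mt-Co1, was compared with the other nuclear copies of mitochondrial genes. By differences in mean log2 CPM their median was -0.900 (exact permutation p 0.111), against -6.77 for Gm29216. By edgeR 4 of 4 were lower, by log2 fold changes from -1.01 to -0.31 with adjusted p-values from 0.140 to 0.756, against -4.56 for Gm29216. In zygotes the 4 copies were higher, with edgeR log2 fold changes from 0.49 to 1.10 and adjusted p-values from 0.180 to 0.633, as was Gm29216 at 0.80 (adjusted p 0.553). The direction is that of mitochondrial reads counted on nuclear copies, but the fall of Gm29216 is much larger than that of the other copies, so a fall they share would not give its size. Whether such reads were assigned unevenly among the copies was not tested. With 4 other copies, such reads cannot be told apart from a change of Gm29216 itself.

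Maternal transcripts moved apart between the stages by 1.16 (exact permutation p 3.4e-04), lower in R442Q zygotes and higher in R442Q late 2-cell embryos. With each library's length and GC trend removed the difference was 0.992 (exact permutation p 9.8e-04), and 0.974 over the 39 members tested in both stages (exact permutation p 0.0012), which argues against that trend as the whole cause. In late 2-cell embryos the list's value rested on a camera call that was lost under fry (adjusted p 0.134) and with the correlation estimated (adjusted p 0.393), in a range from 5.9e-06. Slower clearance of maternal transcripts may apply at the late 2-cell stage, but the zygote value goes the other way and clearance itself was not measured.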

How the results depend on the processing

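The length and GC trend, the merging of identical values or family members, and leaving out embryos in the list tests were chosen after seeing the data. Apart from the replicate block and embryos left out, 122 alternatives were computed for 30 results. Of these, 89 kept direction and side of the threshold (counts within 1.5 times), 13 were weaker, 1 was stronger, 15 counts moved and 4 values reversed. For the named genes 294 of 308 held, 14 were weaker and 0 reversed. The cause was not tested except where stated. An alternative without mitochondrial genes was not run. The count tables list 0 of them, but the blastocyst table lists 37, so for blastocysts it stays untested.

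In zygotes 270 genes were called with zygotes and late 2-cell embryos in 1 fit (197 of them higher, 225 also among the 1643), and 476 when a log2 fold change of at least 1 was required, by construction a subset. For late 2-cell embryos DESeq2 called 1854 (833 higher), limma-voom 997, no filter 889, at least 10 counts in every embryo 1147 (498 higher), and the joint fit 2507, against 580 (170 higher). Of the 580, 573, 560, 530, 518 and 569 were among them. FPKM gave 652 (264 higher). With the trend removed 288 were called. In blastocysts 0 genes were called without a filter (1246 at an unadjusted p under 0.05) or with Y-linked expression as a covariate (748), 2 with an FPKM of at least 5, 3 with quantile normalization or the detected share as covariate, and 5 with TMM scaling or array weights.

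The median log2 fold change of all zygote genes was 0.01, against 0.20 in DESeq2, 0.16 without a filter, 0.11 in the joint fit and -0.11 with FPKM. For late 2-cell embryos it was 0.07, against -0.08 with voom, and for the interaction -0.16, against -0.01 with RLE and -0.27 with voom.

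The falling genes had -0.054 in zygotes with RLE size factors (exact permutation p 0.0974) and -0.050 in late 2-cell embryos with 1000 genes per set (exact permutation p 0.817). Under fry the value of p53 targets in zygotes (0.33) passed. Under fry and with the correlation estimated, those of p53 targets (0.45), G2/M genes (-0.11) and epiblast markers (-0.53) in blastocysts and of maternal transcripts (0.80) and activation genes (1.32) in late 2-cell embryos no longer passed. With the correlation estimated, neither did maternal transcripts (-0.36) and activation genes (1.54) in zygotes. These tests change the p and not the value, by construction. G2/M genes in zygotes had -0.078 without a filter. Spearman's rho of zygotes and blastocysts was -0.0080, and Chek1 in late 2-cell embryos had 0.16 with FPKM.

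With 1 embryo left out, 313 of 400 values held, 20 were weaker, 9 stronger, 19 counts moved and 39 reversed, and for named genes 240 of 274 held and 34 were weaker. Calls ranged from 1125 to 1718 in zygotes, from 142 (without WT replicate 2) to 891 (without R442Q replicate 3) in late 2-cell embryos, from 0 (without WT replicate 1 and in 9 other fits, with 648 to 959 at an unadjusted p under 0.05) to 30 (without WT replicate 7) in blastocysts, from 1089 (without zygote WT replicate 2) to 2311 (without late 2-cell R442Q replicate 3) for the interaction, and from 9306 to 10279 for the stage change. The falling genes in zygotes ranged from -0.10 (without WT replicate 4) to -0.028 (without R442Q replicate 2), and the rising genes in late 2-cell embryos from 0.33 (without WT replicate 3) to 0.61 (without R442Q replicate 3). G2/M genes ranged from -0.0027 (without WT replicate 2) to 0.072 (without WT replicate 4) in zygotes, from -0.16 (without WT replicate 1) to 0.19 (without R442Q replicate 3) in late 2-cell embryos, and from -0.23 (without R442Q replicate 4) to -0.055 (without R442Q replicate 2) in blastocysts. The p53 targets in late 2-cell embryos ranged from -0.016 (without R442Q replicate 2) to 0.46 (without WT replicate 1), trophectoderm markers from -0.50 (without R442Q replicate 6) to 0.076 (without R442Q replicate 3), and primitive endoderm markers from -0.45 (without WT replicate 6) to 0.18 (without WT replicate 5). The correlations ranged from -0.0413 (without late 2-cell WT replicate 2) to 0.0303 (without zygote WT replicate 2) for zygotes and late 2-cell embryos, from -0.0154 (without blastocyst WT replicate 6) to 0.0274 (without blastocyst WT replicate 2) for zygotes and blastocysts, and from 0.0949 (without blastocyst R442Q replicate 7) to 0.252 (without blastocyst WT replicate 4) for late 2-cell embryos and blastocysts. Chek1 ranged from -0.21 (without R442Q replicate 2) to 0.12 (without WT replicate 4) in late 2-cell embryos and from -0.25 (without WT replicate 6) to 0.13 (without WT replicate 4) in blastocysts.

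With the replicate number as a replicate block, zygotes gave 1217 genes by the title's number and 1004 by the description's, late 2-cell embryos 58 and 0 (2158 at an unadjusted p under 0.05), and blastocysts 0 (890). Of 53 named-gene values 30 held. By the title's number, the Pearson r across genes of paired embryos' deviations from their group means ranged from -0.0568 to 0.0621 in zygotes. It ranged from -0.144 to 0.206 in late 2-cell embryos and from -0.168 to 0.204 in blastocysts. Of these pairs 0 of 5, 1 of 4 and 3 of 7 were over 0.1. The numbers therefore show no pairing of zygotes. In the other stages weak pairing is not excluded, since no correlations of unpaired embryos were set beside these. A block also takes degrees of freedom, by construction.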

Other observations

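Of the tests below, the ones chosen only after the result was seen were those that removed the length and GC trend from the called genes, those of GC content among genes without a stage change, that of fragment length, and that of an earlier point of the transition.

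The counts of called genes were set against 100 splits of the same embryos into groups of the same sizes, the real one included. In zygotes 1 split, the real one, gave as many genes as 1643, and the largest other gave 691. At the late 2-cell stage 1 split gave as many as 580, and the largest other gave 3. For the change from zygote to late 2-cell in WT embryos, 1 split gave as many, with 6532 in the largest other. In blastocysts 11 splits gave at least 1 gene and the largest gave 39, so the call of Dlg1 is no more than other splits gave. For the gene lists, 11 splits gave at least 7 camera calls, the largest other gave 8, and the median of the others was 4. The number of lists called therefore says little on its own.

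Several technical explanations were tested for the genes called in zygotes. With every library thinned to the smallest total, 1599 genes were called, 1537 of them also called before, which argues against depth. With the 10 most abundant genes left out, 1616 were called and 1606 were shared, which argues against a few genes taking the counts. With the length and GC trend removed, 1507 of the 1643 (91.7%) stayed called. The list of cumulus cell markers did not differ between genotypes (exact permutation p 0.128, 5 genes tested), and the highest levels were 0.0885 CPM for Ptx3, 0.106 for Col3a1, 0.115 for Col1a2, 1.95 for Vcan, 2.83 for Tnfaip6 and 2.97 for Has2 (median 2.09). Of the 22 cumulus markers 1 is also in another list. The difference in mRNA injected, and injection itself, stay open, since each genotype was its own group of injected embryos and no date or batch was given.

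Genes rich in GC were lower in R442Q late 2-cell embryos, and each library's slope on GC separated the genotypes, from 1.67 to 4.48 in WT and from -3.20 to -1.11 in R442Q (exact permutation p 0.0079). In zygotes the slopes did not (exact permutation p 0.474). Among 2251 genes without a stage change the Pearson r across genes was -0.314 (exact permutation p 0.0159), which is consistent with a GC bias of the libraries and argues against a different point of the transition as the whole cause. A library batch that followed genotype could give this, and the labels name none. As a whole cause of the calls the trend is argued against: with it removed, 233 of the 580 called genes (40.2%) stayed called, 55 others were called, and 1 of 100 splits, the real one, gave as many. For the 347 genes that lost their call, trend and genotype cannot be told apart. All 347 kept their direction, 259 of them lower, their median absolute log2 fold change went from 1.72 to 1.24, and their median edgeR adjusted p was 0.108 (highest 0.714). The cumulus markers did not differ (exact permutation p 0.595, 6 genes tested), although Tnfaip6 reached 30.0 CPM (median 4.52). Ptx3 reached 2.31, Vcan 2.14, Col1a2 0.561 and Has2 0.495 CPM, while Col3a1 stayed at 0.

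Long genes were lower in R442Q late 2-cell embryos. By the Pearson r across genes this was not beyond other splits (-0.171, exact permutation p 0.143), while the mean slope of the libraries on gene length differed, -0.09 in R442Q against 0.11 in WT (exact permutation p 0.0397). Implied fragments were longer in R442Q, 213 against 200 bases (exact permutation p 0.0397). Over the 9 libraries fragment length and the slope on gene length had a Pearson r of -0.304 (exact permutation p 0.431), a Spearman rho of -0.483 (exact permutation p 0.194) and an r of -0.741 without the 2 libraries farthest from the median. The genotypes differ in both measures and have 4 and 5 libraries, so the relation cannot be tested within a genotype. Among R442Q libraries, replicate 3 had the longest fragments (227 bases) and also the highest slope (0.10), against the pooled direction. Among WT libraries, replicate 4 had the longest (207 bases), with a slope of 0.07 in a range from 0.06 to 0.19. In zygotes R442Q fragments were shorter, 187 against 196 bases (exact permutation p 0.039), and the slope was higher, 0.02 against -0.02 (exact permutation p 0.0022). A part of fragment length in the trend therefore cannot be told apart from that of genotype. Among genes without a stage change the r with length was -0.130 (exact permutation p 0.278), so a different point of the transition cannot be told apart from other causes here, as the trend among these genes is within the spread of the splits.

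The rising genes were higher in R442Q embryos at both early stages. With the length and GC trend removed their medians were 1.11 in zygotes (exact permutation p 0.0022) and 0.525 in late 2-cell embryos (exact permutation p 0.032), which argues against that trend. Whether R442Q late 2-cell embryos were at an earlier point of the transition cannot be told apart from other causes. Embryonic activation genes, of which 14 of 50 are among the rising genes, were higher by 1.32, with 36 of 46 above 0 (exact permutation adjusted p 0.028). They kept their camera call in all 9 fits without 1 embryo, from 0.91 to 1.58. The call was lost under fry (adjusted p 0.137) and with the correlation estimated (adjusted p 0.393). These genes would go against an earlier point only if they keep rising through the late 2-cell stage. The same holds for the rising genes, higher by a median of 0.486, which missed 0.05 in 7 of these 9 fits (0.33 without WT replicate 3). Maternal transcripts, higher by 0.80 (exact permutation adjusted p 0.103), go with an earlier point. The falling genes, at 0.14 (exact permutation p 0.540), say little either way. Their median ranged from 0.007 to 0.29 with 1 embryo left out. Their mean deviation was 0.0008 ± 0.33 in R442Q (SD, n = 5) and -0.001 ± 0.33 in WT late 2-cell embryos (SD, n = 4). Whether the rising and activation genes keep rising through the late 2-cell stage was not measured, so higher values do not exclude an earlier point. A candidate explanation in zygotes is a later point at collection or an earlier start of transcription, as a hypothesis found and tested on the same embryos. The times of collection of single embryos were not given.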
